A study of Mus musculus with 16 samples.

How the data were processed

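RNA was measured by sequencing in 16 libraries of mouse tail tendon fascicles, the thin collagen-rich strands that can be pulled from the tail. Per the labels, 8 libraries came from wild type mice and 8 from mice that carry a floxed Vhl gene and the ScxCre driver, in which Cre recombinase under the control of the tendon gene Scx deletes part of Vhl in cells of the Scx lineage. Per the labels' protocols, fascicles were dissected, frozen and ground in liquid nitrogen, total RNA was extracted with a column step that removes genomic DNA, and libraries were prepared with standard Illumina methods. The cell type is given as all cells of the tissue, so each library averages over every cell left in the dissected strands.

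The deposited files hold 1 column of whole-number counts per library for 25719 mouse genes with Ensembl identifiers. Per the file headers the column holds matched counts. The aligner, the counting program, the genome build, the annotation and the use of strand during counting are stated neither in the labels nor in the headers. The values are raw counts, since they are whole numbers with a different total in each library. Of the 25719 identifiers, 25614 were matched to a symbol in the supplied name table and 105 kept their identifier. Against GENCODE release M21 (annotation of GRCm38), 21783 of the listed genes were protein-coding and 3214 were predicted genes of the TEC class, which await experimental evidence, so long non-coding RNAs were largely outside the measured set. Because the build behind the counts is not stated, no start or end positions are given. Chromosomes and gene order were taken from GENCODE M21. Where exons of a measured gene overlap those of another gene in that annotation, the counts are called uncertain, since the strand of counting is unknown.

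Samples were grouped by the genotype in their titles, which the genotype field repeats. Total counts per library ran from 10488355 to 18753254 in the knockout and from 10792900 to 16379401 in the wild type. A count of 3 was used as the floor of detection, which corresponded to between 0.145 and 0.336 CPM (counts scaled to the usual common library size) depending on the library. Intervals and floors cover counting error only. No pair of libraries was a repeat of the same library: over 14096 genes with a mean count of at least 20, the chi-square statistic of the most similar pair was 6.56 per degree of freedom in the wild type and 8.67 in the knockout.

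The main test was the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3 with robust dispersion estimation, trimmed mean of M-values (TMM) normalisation, the default expression filter on genotype, and genotype as the only term. It was two-sided. P-values were adjusted with the Benjamini-Hochberg method over all 14803 genes that passed the filter, and an adjusted p under 0.05 was the threshold. The other 10916 listed genes were not tested. Tested genes held at least 99.7% of the counts of each library. Expression values are CPM with TMM-scaled library sizes, given as mean ± SD over 8 libraries. Log2 CPM values used a prior count of 2. Fold changes against a group with at most 3 counts in every library were given as lower bounds computed from the floor.

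Before the data were examined, the tests, a list of 40 genes, 21 gene sets and a rule for naming further genes were fixed. The list holds Vhl, subunits of the hypoxia-inducible factors (HIF), known HIF targets, tendon matrix and tenocyte genes and endothelial markers. Further genes were named where the adjusted p was under 0.05, the mean log2 CPM was at least 1 and the groups did not overlap. Among those, the 8 with the largest increase and the 8 with the largest decrease were named. Any other gene is said to have been chosen after its values were seen. Some genes that the list or the rule gave are counted in the totals and not reported here by name. Gene sets were tested with the camera method of limma 3.58.1 with a preset correlation of 0.01, with adjustment over the 21 sets. A set score is the mean log2 CPM of its tested genes. Differences of a single value between genotypes were tested with two-sided exact permutation tests over all 12870 assignments of 16 libraries to groups of 8, whose smallest possible p is 0.000155. Principal components were computed on the log2 CPM of the 500 most variable tested genes.

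The fit was checked on simulated counts drawn from the means and library sizes of these data with 200 changed genes among 14720 tested genes. It called 191 of them (95.5%), and 3.05% of all its calls were unchanged genes. The simulated changes were 2-fold or 4-fold, and no fall of the most abundant genes was built in. In the real data many more genes passed the threshold, 5195 of them with a change under 2-fold. The check therefore does not cover small changes, widespread changes or a shift in composition.

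The alternatives tried were DESeq2 size factors, total counts without a scaling factor, TMM without the 20 most abundant genes, no expression filter, a mean count of at least 10, the Wald test of DESeq2 1.42.0, limma-voom with sample quality weights, non-robust dispersions, the replicate number as a block, the Y-linked level as a covariate, surrogate variables from sva 3.50.0, each library left out in turn, an adjusted p under 0.01, a test against a fold change of 1.2, other set tests, and components over 2000 or all genes. An offset for GC content was added after the data were seen. A skeletal muscle score as a covariate was fixed beforehand as a test of the genes past the threshold only, and its use for the other results was added after the data were seen. A GC value was found for 99.8% of the tested genes. Sex is not given in the labels. Counts of 4 Y-linked genes reached 4291, 2500, 2254 and 2030 summed in knockout libraries 6 and 1 and wild type libraries 8 and 7, and were at most 1 in each of the other 12 libraries. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.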

Results

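The transcriptome of tail tendon fascicles was compared between 8 wild type and 8 Vhl knockout mice. Vhl encodes the part of a ubiquitin ligase that recognises hydroxylated HIF1α and marks it for degradation, so its loss keeps HIF1α stable at normal oxygen. The series asks how HIF1α acts in tendon and in tendinopathy, and whether this depends on the recruitment of vessels. The comparison addresses which transcripts differ when the gene is deleted in Scx-lineage cells. Total counts per library were 13578400 ± 3798800 (SD, n = 8) in the knockout and 12799400 ± 2152950 (SD, n = 8) in the wild type, a difference within the spread between libraries (exact permutation test, p = 0.620).

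The distribution of counts over genes differed between the genotypes. The 20 most abundant genes of each library took 22.3% ± 2.96 of the counts in the knockout and 34.7% ± 4.99 in the wild type (SD, n = 8; exact permutation test, p = 0.000466). Col1a1 and Col1a2, which encode the chains of type I collagen, together took 13.2% ± 3.31 in the knockout and 23.1% ± 5.36 in the wild type (exact permutation test, p = 0.00171, n = 8). A count was found for 18728 ± 387 genes per knockout library and for 17942 ± 227 genes per wild type library (exact permutation test, p = 0.000155, the smallest value possible with n = 8). Over the 5 library measures tested in this way, the Benjamini-Hochberg adjusted exact p-values of these 3 differences were 0.000777, 0.00214 and 0.000777. TMM factors were accordingly higher in the knockout, 1.11 ± 0.0338 against 0.902 ± 0.0767. Fold changes below are relative to the TMM scale. When libraries were scaled to total counts alone, the median of all tested genes moved from 0.02 to 0.32 on the log2 scale.

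Vhl (ENSMUSG00000033933, chromosome 6) was measured at 9.35 ± 1.25 CPM in the knockout and 20.5 ± 3.69 CPM in the wild type (SD, n = 8). The highest knockout library reached 10.9 CPM and the lowest wild type library 14.1 CPM, so each library followed its label. The log2 fold change was -1.13 (SE 0.113; edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 9.64e-08). It was smallest with total counts, at -0.82, where the adjusted p was 7.95e-06. Adjusted p-values over all alternatives lay between 9.66e-20 and 7.95e-06.

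The first axis of variation between libraries separated the genotypes. The first principal component held 76.6% of the variance of the 500 most variable genes. Knockout libraries lay between 28.3 and 57.1 on it and wild type libraries between -55.0 and -16.0, and the means differed by 82.0 (exact permutation test, p = 0.000155, n = 8). With all tested genes the difference was 111. The second component held 17.1% of the variance and did not separate the genotypes (difference -11.7, exact permutation test, p = 0.274, n = 8). Of its 50 strongest genes, 17 belonged to the skeletal muscle marker set. The first component also followed the muscle score within each genotype (Pearson correlation 0.988 in the knockout and 0.990 in the wild type), so it is not an axis of genotype alone.

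**Figure D1:**
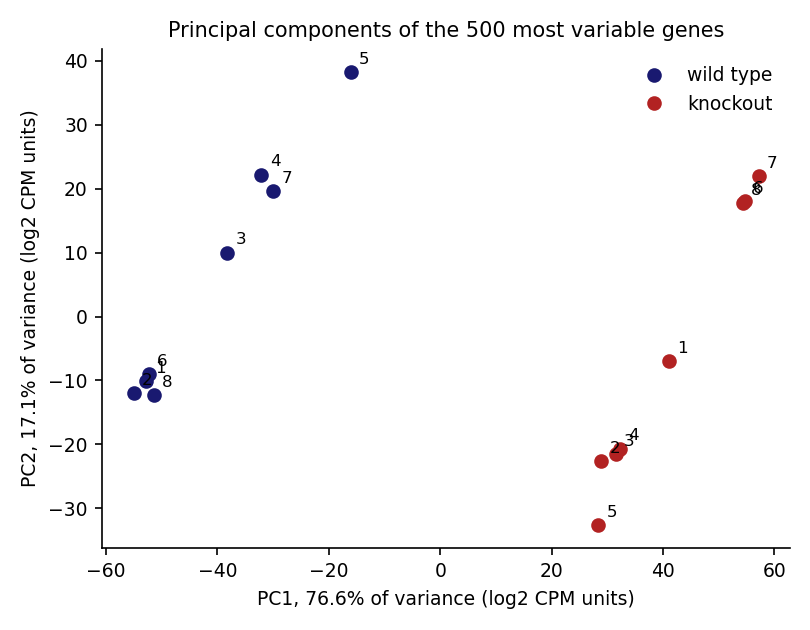
Scores of the 16 libraries on the first and second principal components of log2 CPM over the 500 most variable genes, in log2 CPM units, with 1 point per library, its replicate number beside it and the genotype as colour. Knockout libraries lie between 28.3 and 57.1 on the first component and wild type libraries between -55.0 and -16.0.

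Of 14803 tested genes, 7151 (48.3%) passed the threshold, 3792 of them higher and 3359 lower in the knockout. An unadjusted p under 0.05 was reached by 8049 genes. The change was at least 2-fold for 1956 of the genes past the threshold, 1229 higher and 727 lower. In 57 of the genes past the threshold every wild type library was at the floor and in 8 every knockout library was. All 65 had a lower bound of at least 2-fold. In 2877 genes (19.4%) the 8 knockout libraries did not overlap the 8 wild type libraries, where chance gives 0.0155% or 2.30 genes. The common biological coefficient of variation was 0.208. The count moved most with a test against a 1.2-fold change, which 4236 genes passed. With total counts 9685 genes passed, of which 85.4% were higher in the knockout, against 53.0% on the TMM scale.

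Of the 40 genes of the list, 39 were tested. The endothelial gene Emcn was not, with 1054 counts over all libraries. Past the threshold were 34 genes, 25 higher and 9 lower, and the count adjusted over the list alone was also 34. The groups did not overlap for 22 of the higher and 3 of the lower genes. Hif1a (ENSMUSG00000021109) was measured at 189 ± 13.6 CPM in the knockout and 174 ± 19.8 CPM in the wild type, a log2 difference of 0.11 within the spread between libraries (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.219). Its exons overlap those of Gm49321 in the annotation, and with total counts it passed the threshold at 0.42, close to the shift of all genes on that scale. Epas1, which encodes HIF2α, differed by -0.17 (SE 0.199, adjusted p = 0.494) and Arnt, the common partner subunit, by -0.23 (SE 0.0476, adjusted p = 5.30e-04), with no overlap between the groups. Both changed sign with total counts, to 0.13 and 0.08. Epas1 passed the threshold with the muscle score as a covariate, at -0.56, and with surrogate variables, at -0.37. Hif3a rose from 1.64 ± 0.662 to 17.7 ± 3.74 CPM, a log2 fold change of 3.43 (SE 0.207, adjusted p = 7.83e-11).

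Known HIF targets on the list other than Epo, Lox and P4ha1 were higher in all 8 knockout libraries than in all 8 wild type libraries. Egln3 rose from 6.50 ± 1.90 to 439 ± 92.6 CPM (log2 fold change 6.08, SE 0.189, adjusted p = 1.04e-14, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Car9 rose from 5.62 ± 2.30 to 476 ± 82.0 CPM (6.40, SE 0.289, adjusted p = 1.04e-11). Vegfa rose from 24.3 ± 2.78 to 399 ± 96.5 CPM (4.04, SE 0.139, adjusted p = 2.16e-14) and Slc2a1 from 9.40 ± 1.68 to 197 ± 33.3 CPM (4.39, SE 0.127, adjusted p = 3.22e-15). The log2 fold changes of the other 11 of these targets were 4.68 for Adm, 4.42 for Angptl4, 3.57 for Plod2, 4.29 for P4ha2, 3.15 for Bnip3, 2.65 for Pgk1, 2.43 for Egln1, 2.27 for Ldha, 2.27 for Ankrd37, 1.52 for Pdk1 and 1.38 for Ndufa4l2. Exons of Ankrd37, Ndufa4l2 and Plod2 overlap genes on the other strand, so their counts are uncertain. Epo, whose exons overlap Gnb2, did not pass the threshold (0.20, SE 0.148, adjusted p = 0.285), except with total counts, at 0.49.

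**Figure D2:**
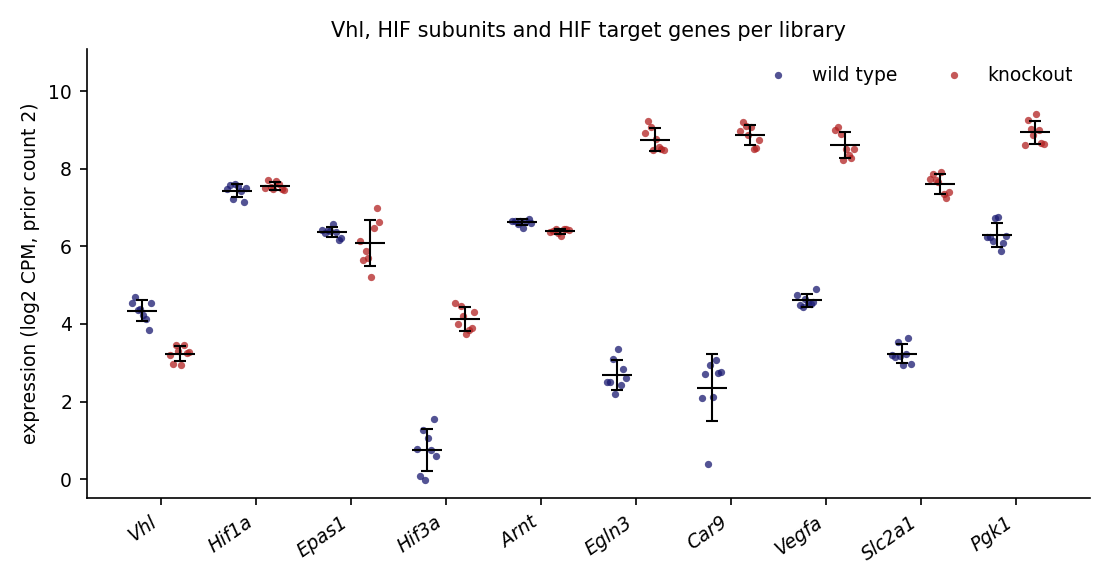
Expression in log2 CPM with a prior count of 2 for Vhl, HIF subunits and HIF targets, with 1 point per library, colour for genotype, and black bars for the mean and SD of 8 libraries. Vhl is lower and Egln3, Car9, Vegfa, Slc2a1 and Pgk1 are higher in every knockout library than in every wild type library, while Hif1a and Epas1 overlap.

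Matrix genes of the list moved in both directions. Col1a1 (ENSMUSG00000001506, chromosome 11) fell by 0.95 on the log2 scale, from 153493 ± 45287 to 79643 ± 24142 CPM (SE 0.225, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.00170). Col1a2 (ENSMUSG00000029661, chromosome 6) fell by 1.44, from 107971 ± 30040 to 39821 ± 8701 CPM (SE 0.199, adjusted p = 6.01e-06). Both overlapped between the groups because of wild type library 3. Col3a1 rose by 1.89, from 1539 ± 302 to 5716 ± 666 CPM (SE 0.122, adjusted p = 1.72e-10), without overlap. Of the prolyl 4-hydroxylase subunits, P4ha2 rose from 7.06 ± 1.70 to 138 ± 24.9 CPM (SE 0.148, adjusted p = 5.09e-14), whereas P4ha1 fell from 843 ± 277 to 483 ± 152 CPM (log2 fold change -0.80, SE 0.210, adjusted p = 0.00397). Lox differed by -0.51 (SE 0.160, adjusted p = 0.0125) and lost the threshold with total counts, at -0.20, and with the muscle score as a covariate, at -0.41. Tnmd differed by -0.91 (adjusted p = 2.03e-04) and Mkx by -0.78 (adjusted p = 5.64e-06). Comp was higher by 0.39 (adjusted p = 0.0177). Thbs4 did not differ (0.02, SE 0.125, adjusted p = 0.901), except with total counts, where it passed the threshold at 0.34 (adjusted p = 0.0118), close to the shift of all genes. Acan (3.34), Sox9 (2.34), Mmp3 (1.35) and Mmp13 (4.60) were higher without overlap between the groups.

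**Figure D3:**
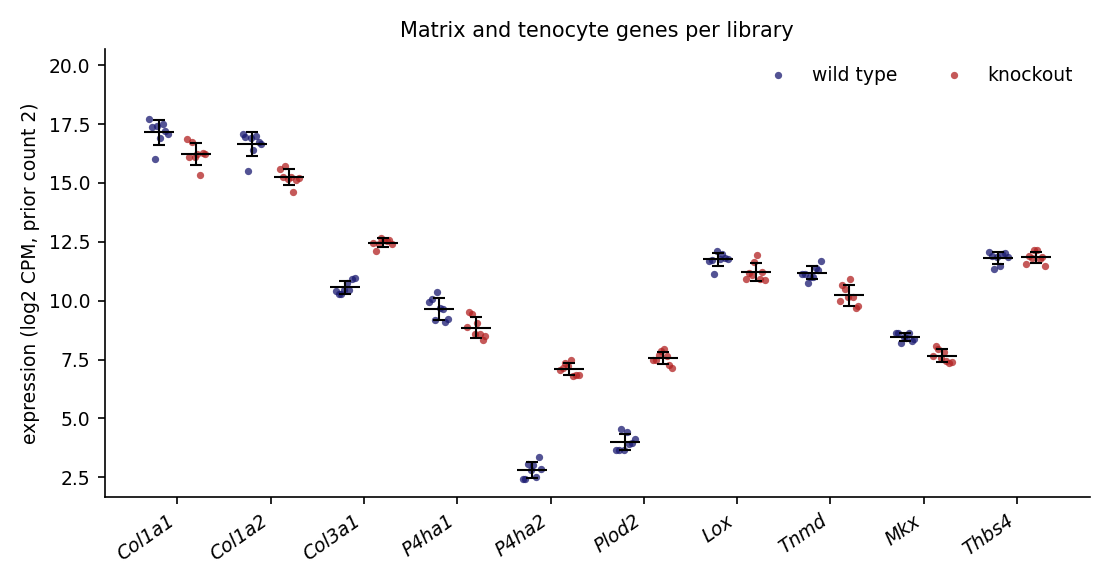
Expression in log2 CPM with a prior count of 2 for collagen, collagen-modifying and tenocyte genes, with 1 point per library, colour for genotype, and black bars for the mean and SD of 8 libraries. Col3a1, P4ha2 and Plod2 are higher in all knockout libraries, Col1a1, Col1a2, P4ha1, Lox, Tnmd and Mkx have lower knockout means, and Thbs4 has similar values in both groups.

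Scx, the gene whose control region drives Cre, varied more within than between the groups: 375 ± 466 CPM in the knockout and 210 ± 334 CPM in the wild type (log2 fold change 0.84, SE 0.874, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.453). Values were 1251, 479 and 908 CPM in knockout libraries 5, 6 and 8 and 1033 CPM in wild type library 8, and between 54.5 and 140 CPM in the other 12. Without wild type replicate 8 the log2 fold change was 2.02 (adjusted p = 0.0429), and without knockout replicate 5 it was 0.25. Scx lies within the span of Bop1, which was chosen after its values were seen. Bop1 was measured at 777, 459, 920 and 109 CPM in the same 4 libraries, between 62.3 and 84.0 CPM in the other knockout libraries and between 20.7 and 35.4 CPM in the other wild type libraries (log2 fold change between genotypes 3.01, SE 0.732, adjusted p = 0.00331).

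**Figure D4:**
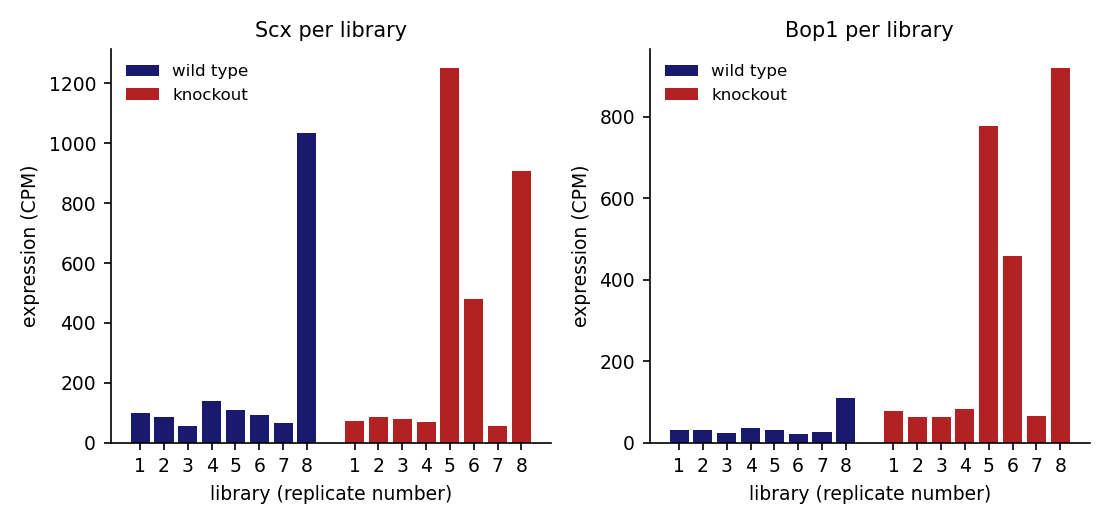
Bars give the CPM of Scx on the left and Bop1 on the right in each of the 16 libraries, ordered by replicate number within genotype, which is shown by colour. Scx reaches 1033 CPM in wild type library 8 and 1251, 479 and 908 CPM in knockout libraries 5, 6 and 8.

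The naming rule was met by 1374 genes higher and 1195 genes lower in the knockout. The 8 with the largest increase included A2m, Atp7b, Cacna1h, Cadps, Kctd16, Mgarp and Apln. In 6 of them every wild type library was at or under 3 counts. The knockout was at least 575-fold higher for A2m (153 ± 26.2 CPM, chromosome 6), 158-fold for Atp7b (42.2 ± 9.51 CPM), 146-fold for Cacna1h, 95.2-fold for Cadps and 145-fold for Kctd16. Cacna1h overlaps Tpsg1 on the other strand. Mgarp rose from 0.163 ± 0.202 to 99.6 ± 22.1 CPM and Apln from 0.270 ± 0.156 to 91.2 ± 26.2 CPM. Adjusted p-values of the 8 genes lay between 5.09e-16 for A2m and 3.86e-12 for Cadps (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The largest decrease was that of Coch, from 3335 ± 1168 to 2.41 ± 0.912 CPM (log2 fold change -10.43, SE 0.316, adjusted p = 1.01e-14). The 8 with the largest decrease also included Gm21955 (-7.07), Cntfr (-6.42), Cadm2 (-6.19), Cyp26a1 (-4.56), Fgfr4 (-4.53) and Dlgap1 (-4.48).

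Of the 21 gene sets, 8 passed the camera threshold, 7 higher and 1 lower, and 9 had an unadjusted p under 0.05. All 8 also passed with fry, and 3 of them (HIF targets, glycolysis and angiogenic factors) passed with an estimated correlation. HIF targets had a median log2 fold change of 2.31 (camera, Benjamini-Hochberg adjusted p = 1.42e-40), with 28 of 30 genes higher. The lower genes were P4ha1 and Lox. The median lay between 2.25 and 2.62 over all alternatives, and adjusted p-values between 9.88e-51 and 0.00101. Glycolysis genes had a median of 2.43 (adjusted p = 1.92e-33, 16 of 17 higher) and angiogenic factors of 0.62 (adjusted p = 9.27e-05, 13 of 17 higher). Cell cycle genes had a median of 1.51 (adjusted p = 1.52e-08, 19 of 20 higher). Tenocyte genes had a median of -0.85 (adjusted p = 5.80e-04, 13 of 20 lower), and of -0.54 with total counts.

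The sets of vessel markers bear on vascular recruitment. The endothelial set had a median log2 fold change of 3.41 (camera, Benjamini-Hochberg adjusted p = 5.80e-04), with 14 of 15 tested genes higher. The median was the same with the 1 gene at the floor in every wild type library taken at its bound. None of its genes is in another set, and 12 of the 15 exceeded a mean of 1 CPM in the wild type. Its adjusted p lay between 1.49e-07 and 0.724 over all alternatives, and only the estimated correlation took it past 0.05. Mural cell markers had a median of 3.34 (adjusted p = 0.00575, 9 of 11 higher) and erythroid markers of 3.60 (adjusted p = 0.00575, 6 of 6 higher). With total counts the adjusted p-values of these 2 sets were 0.122 and 0.0504, and with the estimated correlation both were 0.540. Correlations estimated within the endothelial, mural and erythroid sets were 0.827, 0.400 and 0.791. These lie far above the preset of 0.01, so the camera p-values with the preset may be too small for these sets. Every knockout library had a higher endothelial, mural and erythroid score than every wild type library. The endothelial score lay between 2.25 and 5.58 in the knockout and between 1.04 and 1.89 in the wild type, in mean log2 CPM (exact permutation test, p = 0.000155, n = 8; adjusted over 21 scores, 0.000408). Pecam1 rose from 0.867 ± 0.543 to 58.7 ± 52.5 CPM (log2 fold change 6.11, SE 0.812, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 1.71e-05). Cdh5 (3.62, adjusted p = 2.12e-04) and Kdr (2.32, adjusted p = 0.00102) were higher with overlap between the groups.

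**Figure D5:**
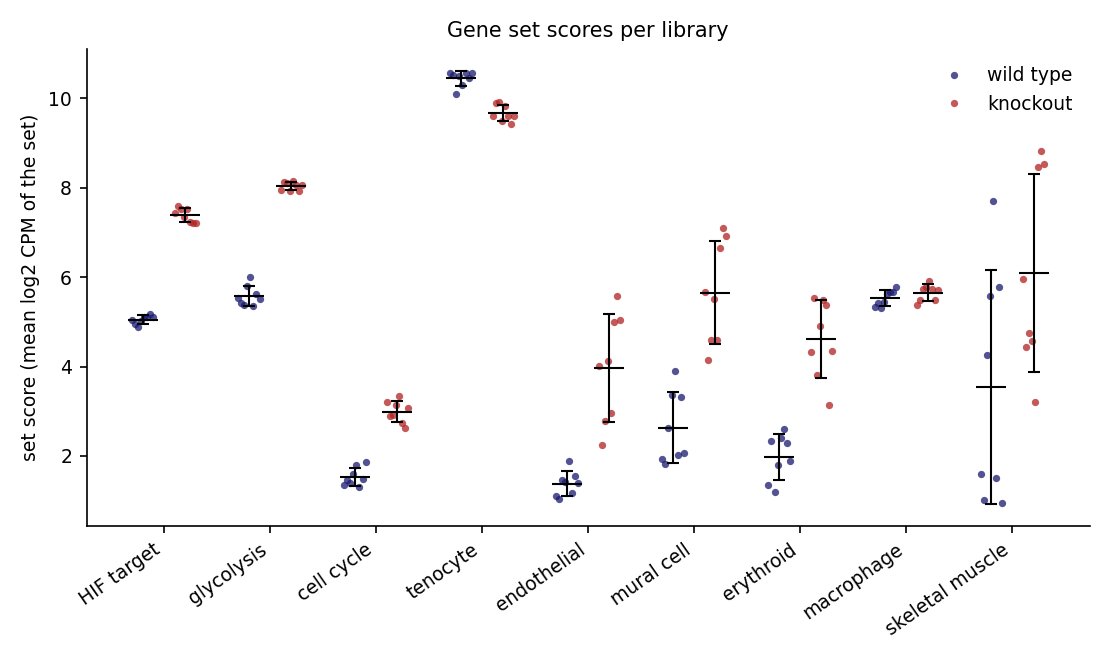
Set scores (mean log2 CPM over the tested genes of a set) for 9 gene sets, with 1 point per library, colour for genotype, and black bars for the mean and SD of 8 libraries. The HIF target, glycolysis, cell cycle, endothelial, mural and erythroid scores of all knockout libraries lie above all wild type libraries, tenocyte scores lie below, and macrophage and skeletal muscle scores overlap.

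The other 13 sets did not pass the camera threshold. Their median log2 fold changes were 0.00 for collagen modification (adjusted p = 0.0714), 0.33 for immediate early genes (0.156), 1.80 for skeletal muscle markers (0.306), 0.40 for Schwann cell markers (0.398), -0.68 for keratinocyte markers (0.406), -0.09 for mitochondrial respiratory chain genes (0.459), -0.04 for neurotrophic and axon guidance genes (0.639), 0.10 for macrophage markers (0.727), 0.03 for lymphocyte markers (0.903), 1.41 for adipocyte markers (0.903), -0.40 for fibrillar and associated collagens (0.903), -0.19 for chondrogenic genes (0.964) and 0.26 for matrix proteases and inhibitors (0.964). The lymphocyte set rests on 2 tested genes. In several of these sets genes past the threshold went both ways: 7 collagens were higher and 9 lower, 8 collagen-modifying genes were higher and 8 lower, and 8 proteases and inhibitors were higher and 6 lower. With fry, collagen modification, immediate early, Schwann cell and keratinocyte sets passed too. The skeletal muscle set passed with limma-voom and sample quality weights, at a median of 3.22 (adjusted p = 0.0218), and the collagen modification set with the muscle score as a covariate (0.03, adjusted p = 0.0297) and with the DESeq2 Wald test (-0.01, adjusted p = 0.0305). Mean scores, tested between genotypes rather than against other genes, differed for 7 of the 13 sets (exact permutation tests, n = 8, adjusted over 21 scores): collagen modification by 0.33 (0.00145), matrix proteases and inhibitors by 0.34 (0.00544), neurotrophic and axon guidance genes by -0.17 (0.0186), immediate early genes by 0.64 (0.0187), and Schwann cell (0.93, 0.00208), keratinocyte (-0.48, 0.00163) and adipocyte markers (1.63, 0.00778).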

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

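All tests of explanations in this part were chosen after the result was seen. In 162 checks of 8 libraries each, a lowest or highest library stood apart from the others in 11, where chance gives about 1 in 20 checks, or 8.10. Of the 11, 9 concern wild type library 3, and none concerns a knockout library. The 9 are not independent, since collagen genes take a large share of the counts.

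Wild type library 3 had the lowest type I collagen. Its log2 CPM was 16.001 for Col1a1 and 15.51 for Col1a2, against 16.92 and 16.42 in the next lowest wild type library, and 11.13 for Lox against 11.69. Type I collagen took 11.95% of its counts (Wilson 95% interval 11.93% to 11.97%), where the other wild type libraries had between 19.7% and 29.2%. The scores of 3 overlapping sets were also lowest there: 8.89 for fibrillar and associated collagens, 6.65 for collagen modification and cross-linking genes and 2.95 for chondrogenic genes, in mean log2 CPM. Its TMM factor, 1.07, was the highest of the wild type, as follows when a few abundant genes take fewer counts. Depth does not set it apart, with 12029665 counts in a wild type range of 10792900 to 16379401. Knockout RNA in this library, or a swapped label, was tested with the summed CPM of the 8 named genes with the largest increase, which reached 0.0736% of the knockout mean, within the range of the other wild type libraries, and Vhl was at 20.4 CPM. This argues against both. Dilution of tendon transcripts by skeletal muscle was tested too: 3 wild type libraries had a higher muscle score together with a higher share of type I collagen, which argues against dilution as the cause. A difference in the age of the mouse, the stretch of tendon taken or the RNA quality stays open and was not tested. Without wild type replicate 3, 7062 genes passed the threshold.

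Car9 was also lowest in wild type library 3, at 0.40 log2 CPM (15 counts) against 2.10 in the next library, where the other 7 libraries had between 37 and 109 counts. Atp7b stood apart there at -2.13 log2 CPM only because of a single count, with 0 counts in the other 7 wild type libraries. No explanation was tested for either.

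Cadm2 was lowest in wild type library 7, at 3.72 log2 CPM (131 counts) against 4.17 in the next library, or 69.5% of the mean of the other wild type libraries. Since Cadm2 is nearly absent in the knockout, an admixture of knockout RNA was tested. The 8 named genes with the largest increase reached 0.188% of the knockout mean in this library, far below the share that the deficit would need. Variation between mice stays open, untested.

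Scx in wild type library 8 was at 10.01 log2 CPM against 7.13 in the next wild type library, and Scx was also elevated in knockout libraries 5, 6 and 8. A swapped genotype label was tested with the HIF target score of this library, 5.11 in mean log2 CPM, where other wild type libraries lay between 4.89 and 5.19 and knockout libraries started at 7.20. The label therefore stands. An elevation of Scx activity that carries the tenocyte programme along was tested with the median correlation of the other 19 tenocyte genes with Scx across libraries, as deviations from the genotype means. It lay at percentile 10.5 of 10000 random lists matched on expression, which argues against it. An additional DNA copy that carries the Scx locus together with part of Bop1, such as a transgene, may be a candidate source. If so, Bop1 should follow Scx. Among 14802 other tested genes Bop1 ranked 1 by how closely its deviations followed those of Scx, and it also ranked 1 within the knockout and within the wild type. The neighbouring genes Hsf1 and Mroh1 ranked 12489 and 10423. Limits remain: a local change in transcription would give the same rank, and exons of Bop1 overlap Mroh1. Bop1 was also chosen after its values were seen, so its rank partly restates the pattern that prompted the test. Within the wild type only library 8 had elevated Scx. The rank therefore does not decide between an additional copy and other sources. The ratio of Bop1 to Scx also differed, with Bop1 at 109 CPM in wild type library 8 and at 459 CPM or more in the 3 knockout libraries.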

How the results depend on the processing

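Of the 10 main results, Vhl, the HIF target set, the count of list genes past the threshold and the first principal component kept their direction and their side of the threshold, or stayed within 1.5 times the main count, under every alternative run for them. Vhl lay between -1.19 and -0.82 (log2), the list count between 30 and 35 genes, and the first component difference between 80.9 and 111.

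The count of genes past the threshold was 4236 against a fold change of 1.2 (2311 higher, 1925 lower), a stricter question by construction. With total counts it was 9685, within 1.5 times the main count, but 8270 were higher and 1415 lower, 85.4% against 53.0% higher, because the median of all genes then stood at 0.32. Of the 7151 genes, 5222 (73.0%) remained past the threshold with total counts, and 15 of these 5222 changed sign. Sign changes among the genes that lost the threshold are not in that number. Arnt is one such gene, at -0.23 on the TMM scale and 0.077 with total counts. Without an expression filter, 3267 of 21380 tested genes were at least 2-fold changed and past the threshold, since more low genes were tested. Each fit without 1 library gave between 6790 and 7151 genes past the threshold.

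With an estimated correlation 3 sets passed, and the endothelial set, at a median of 3.41, did not (adjusted p = 0.724), nor did the tenocyte, mural, erythroid and cell cycle sets. Correlation between the endothelial genes was estimated at 0.827, which widens that test by construction. The preset of 0.01 lies far below this estimate, so the adjusted p of the main camera test may be too small for this set. In every other alternative the endothelial set passed, with medians between 2.07 and 3.73.

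Replicate numbers 1 to 8 are shared by both groups in the titles. The correlation of the deviations of same-numbered libraries lay between -0.397 and 0.394, and 3 of 8 pairs were over 0.1. Same-numbered libraries thus did not deviate together in general. Pairs with different numbers were not compared, so a litter or batch shared by some pairs stays open. With the replicate number as a block, 7010 genes passed, and 93.9% of the 7151 genes remained.

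Some values changed sign. The collagen modification set, with a median of 0.00395, was -0.0115 with DESeq2 size factors and with the DESeq2 Wald test, where it passed the threshold (adjusted p = 0.0305), and -0.00951 with limma-voom. It also passed with the muscle score as a covariate, at 0.031 (adjusted p = 0.0297), and ran from -0.0699 to 0.0788 across the 16 fits that each left out 1 library. Total counts turned Arnt to 0.077, Epas1 to 0.13, the neurotrophic set to 0.26, the mitochondrial set to 0.21 and the chondrogenic set to 0.12, less than the shift of 0.32. The muscle score as a covariate turned the muscle set to -0.25, as it must, and the protease set to -0.067, where the cause was not tested. Thbs4 was -0.036 with limma-voom, ran from -0.046 to 0.068 without 1 library, and passed with total counts at 0.34. The lymphocyte set, of 2 genes, ran from -0.039 to 0.11 without 1 library. Without an expression filter it reached 0.74, but low genes among its 15 listed genes were then tested too. That value therefore does not describe the same 2 genes. The muscle set passed with limma-voom, at 3.22 (adjusted p = 0.0218).

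Counted over single genes and alternatives, 5 results came to pass the threshold and 5 ceased to pass it, and without 1 library 1 came to pass it and 6 ceased. Over sets, 7 came to pass it and 7 ceased, and without 1 library 4 came to pass it and 0 ceased. Without wild type replicate 4 the immediate early set (0.53, adjusted p = 0.0356) and the collagen modification set (0.08, adjusted p = 0.0464) passed. The collagen modification set also passed without knockout replicates 7 and 8. Depth limits genes under 3 counts, whose fold changes are bounds.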

Other observations

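The tests of chance, sex, muscle and depth in the next paragraph were chosen before the result was seen, and all other tests in this part after it.

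The 7151 genes past the threshold were set against other explanations than genotype. Of 100 splits of the 16 libraries into 8 and 8, drawn from 6435 possible ones with the real split among them, 1 gave as many genes, the real one. The median of the others was 0, and the highest, 330 genes, came from a split that exchanged 2 libraries of each group. Every other split put knockout and wild type libraries into both groups, so the genotype difference widened the spread within groups and held such counts down. These splits therefore do not show how many genes a grouping free of a genotype effect would give. Unequal sex was tested with the Y-linked level as a covariate, with which 97.9% of the genes remained past the threshold. Unequal skeletal muscle was tested with the muscle score as a covariate, with which 83.6% remained. The muscle set itself did not pass the camera threshold (adjusted p = 0.306), but did with limma-voom (median 3.22, adjusted p = 0.0218). Its mean score was higher by 2.55 in the knockout, at 6.10 ± 2.21 against 3.55 ± 2.62 in mean log2 CPM (SD, n = 8). The spread within groups was wide, and this difference did not pass (exact permutation test, p = 0.0559, adjusted over all set scores 0.0734). In 3 knockout libraries the score lay above every wild type library. A part played by muscle therefore stays open. Total counts did not differ between the groups (exact permutation test, p = 0.620). With an offset for GC content 99.3% remained. None of these explains most of the genes. Genotype and anything that went with it in breeding or housing stay open.

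The upward shift of all genes under scaling to total counts may come from the fall of the most abundant genes. When library sizes left out the 20 most abundant genes, 24.4% of the median shift was left, and 45.2% when they left out Col1a1 and Col1a2 alone. This is consistent with a compositional effect for most of the shift. An overall rise in RNA per tissue cannot be seen in these data and was not tested.

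The rise of endothelial and mural markers could come with other tissue. Vessels of carried-over skeletal muscle were tested with the muscle score as a covariate, with which the endothelial median was 2.07 (adjusted p = 0.00243, between 1.49e-07 and 0.724 over all alternatives) and the mural median 1.99 (adjusted p = 0.00278). This argues against muscle as the whole source, although part of the difference went with it, and the endothelial score followed the muscle score within the knockout (Pearson correlation 0.885) and within the wild type (0.877). A lower share of tenocytes that raises every other cell type alike was tested with macrophage markers. The endothelial score rose by 2.60 and the macrophage score by 0.13, and their difference separated the genotypes (exact permutation test, p = 0.000155, the smallest possible), which argues against it. Skin that brings keratinocytes is argued against by the keratinocyte score, which changed by -0.48. That score rests on 6 tested genes, 2 higher and 4 lower, and cannot speak for parts of skin without keratinocytes. Fat as the whole source is argued against by its abundant transcripts: Adipoq, Cfd and Plin1 summed to at most 12.8 CPM in a knockout library, where Pecam1 averaged 58.7 CPM, and Pecam1 exceeded their sum in all 8. The adipocyte score was nevertheless higher by 1.63 (exact permutation test, p = 0.00482, adjusted over 21 scores 0.00778), with 5 of 8 knockout libraries above every wild type library, so a small amount of fat stays open. Loose connective tissue that holds vessels and nerve should raise Schwann cell markers, and their score was higher by 0.93 (exact permutation test, p = 0.00109, adjusted over 21 scores 0.00208), so this source stays open. Growth of vessels in the knockout is a hypothesis that was not tested. No source was tested for the erythroid markers (Hba-a1 from 8.03 to 95.2 CPM). Their score did not rise with the endothelial score within the knockout (Spearman correlation -0.476), where library 7 had the highest endothelial score (5.58) and the lowest erythroid score (3.14) and library 2 the lowest endothelial (2.25) and the highest erythroid score (5.53).

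A2m, the gene with the largest increase among the named genes, lies on the chromosome of Vhl with 65 tested genes between them, so a strain-derived segment that reaches from the targeted Vhl allele to A2m may be considered. Of these 65 genes, 6.15% were changed at least 2-fold and past the threshold, against 13.2% of the other genes (Fisher's exact test, p = 0.0994). This argues against a segment with many changed genes. A variant that acts on A2m alone stays open.

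Within each genotype the libraries differed widely in skeletal muscle markers. Acta1 ranged from 39.0 to 1946 CPM in the knockout and from 1.89 to 716 CPM in the wild type. All 20 marker genes followed the mean of the others with a correlation over 0.5, after removal of the genotype means, which is consistent with a varying amount of muscle in the dissected strands. No biological explanation was tested.

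Myh3, the embryonic myosin heavy chain gene, was chosen after its values were seen. It lay between 9.05 and 392 CPM in the knockout and between 0.227 and 7.11 CPM in the wild type, without overlap. A larger amount of muscle alone was tested with the muscle score as a covariate, with which its log2 fold change was 3.73 (SE 0.413, adjusted p = 1.37e-06, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), down from 5.82, and Myh7 also stayed higher (4.80 to 2.89, adjusted p = 0.00428). Myh2 went from 2.87 to 0.30 (adjusted p = 0.778), Myh1 from 0.98 to -1.11 (adjusted p = 0.00179) and Myh4 from -1.07 to -2.22 (adjusted p = 0.00556). A different kind of muscle or muscle-like cell in the knockout libraries may be a candidate explanation and was not tested further.

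Bop1 was higher in every knockout library than in the 7 wild type libraries other than library 8, also where Scx was not elevated. A piece of Bop1 carried by the Cre transgene, if that transgene holds part of the Scx locus, could give this. For an additional DNA copy carrying the Scx locus and part of its host gene Bop1 in these libraries, the rank of Bop1 was 1. As described for Scx, that rank cannot decide for such a copy. Counts per exon, which would show a partial copy, were not analysed here.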
